A study of Mus musculus with 24 samples. Its data were reported in "FMRP has a cell-type-specific role in CA1 pyramidal neurons to regulate autism-related transcripts and circadian memory" (2019).

How the data were processed

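The data are RNA sequencing libraries of TRAP and input RNA from 12 mice, with 3 WT and KO littermate pairs per tissue. CA1 neurons were tagged through Camk2a-Cre and granule cells through Neurod1-Cre, and the hippocampal animals were younger than the cerebellar ones. Ribosomal RNA was depleted before library construction. The authors deposited raw counts per gene in 2 tables, which hold 24 libraries and 52636 genes. They had aligned paired-end reads to mm10 with STAR and counted them per gene with featureCounts on a GENCODE annotation. The versions of these tools and the strand setting of the count are not stated, so genes that overlap or lie antisense to each other cannot be told apart, nor can reads be assigned between near-identical copies. The tables also give the summed exon length of each gene in bases. The values are whole numbers without any scaling.

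Gene names and biotypes came from a later GENCODE release through the gene identifiers, which matched 52403 of the 52636 genes and left 233 unmatched. The 21819 protein-coding genes entered the tests, as in the study. Of these the filterByExpr function of edgeR 4.0.16 (at least 10 counts in libraries of the smallest group and 15 in total) kept 11999 to 13504, depending on the comparison. Library sizes were scaled with the trimmed mean of M values (TMM). CPM refers to protein-coding counts after this scaling over the 12 libraries of a tissue. Log2 changes come from the quasi-likelihood fit of edgeR, and the standard error is the change divided by the root of F. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. R was 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

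TRAP was compared with input within each animal over both genotypes, and KO with WT with the littermate pair as a block, as the study's methods pair its samples. The series describes WT and KO littermates and TRAP from the same animals, and equal replicate numbers were taken as pairs. Deviations from the group means correlated within the 3 pairs at 0.359 to 0.728 in granule cell TRAP, 0.134 to 0.523 in cerebellar input, 0.116 to 0.185 in hippocampal input and 0.0843 to 0.353 in CA1 TRAP. The own number gave the highest correlation except for pair 1 in cerebellar input (0.134, with another number 0.232) and pair 2 in CA1 TRAP (0.0843, with another number 0.114), so the pairing is taken from the design and only partly visible in the counts. The interaction of genotype with fraction, and with cell type, was tested in 12 libraries each. The block was the animal for fraction, without the littermate pair, and the littermate pair for cell type. Genes were named by this rule: every call where there were 30 or fewer, otherwise the 10 largest changes in each direction with at least 1 CPM and the same sign in 3 pairs. For TRAP against input the rule took the 8 largest in each direction with at least 5 CPM and the same sign in 6 animals, and the 3 most abundant members of each marker list. Of other lists it took up to 4 members with the smallest p, beside the genes the study discusses.

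The 41 gene lists, the design and the naming rule were fixed before the data were examined. Each of 16 marker lists names a cell type of either tissue, and the remaining lists name complexes, pathways and FMRP target classes. Membership of the target classes came from the study, which scored FMRP crosslinking against RNA levels in these CA1 TRAP libraries. Lists were tested with limma's camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over the lists of a comparison. Fmr1 was left out of every list, and lists of under 5 genes got values only. Camera with a correlation estimated from the data and fry were run beside it. The target and circadian lists were also set against 10000 random lists matched on 10 bins each of length and expression, with a two-sided p. In CA1 TRAP 104 of the 325 stringent targets fell into a bin with 49 matching genes, and in granule cell TRAP 103 of 320 into a bin with 56. Genes of such a thinly filled bin were drawn with replacement.

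Alternatives were DESeq2, other size factors, other filters on low counts, all annotated genes, each replicate left out, no block, a fit of all 12 libraries of a tissue, and length or guanine-cytosine content trends removed with a lowess span of 0.3. Other splits of the libraries were refitted as well. Each step was tested on simulated counts with planted changes. The counts were drawn gene by gene, without the correlation between genes or the outlying library seen in CA1 TRAP. The shares below may therefore not hold in the real libraries. With the libraries of CA1 TRAP KO against WT the test recovered 77.6% of 1.5-fold, 91.0% of 2-fold and 100% of 4-fold changes, with 6.77% false calls. With those of granule cell TRAP it recovered 76.1%, 95.5% and 100%, with 5.18% false calls. The interaction tests recovered fewer 1.5-fold changes: 38.8% for genotype by fraction in CA1, 28.4% in granule cells and 35.8% for genotype by cell type. False calls were 9.55% with the libraries of hippocampal input and 10.4% with those of cerebellar input. A planted list of 100 genes shifted by -0.15 had camera p = 8.45e-11 at the preset correlation with the libraries of CA1 TRAP KO against WT. With an estimated correlation it had camera p = 0.0133, and fry gave p = 0.0141, before adjustment over the lists. Both tests thus have little power with 6 libraries, and a KO list that does not pass them stays undecided. Counts limit precision most in genes with few reads: Fmr1 itself had 109 to 253 counts in KO TRAP and hippocampal input libraries. Genes outside the protein-coding class were left out of the main tests because the study tested protein-coding genes.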

Results

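The series set ribosome-bound RNA of 2 kinds of mouse neuron beside total RNA of the tissue that holds them. It compared wild type (WT) males with males without Fmr1 (KO). Fmr1 encodes FMRP, the RNA-binding protein whose loss causes fragile X syndrome. A Cre driver put a hemagglutinin tag on the ribosomal protein RPL22 in CA1 pyramidal neurons of the hippocampus or in granule cells of the cerebellum. Tagged ribosomes were then pulled down with an antibody to the tag, a method called translating ribosome affinity purification (TRAP). RNA of the same lysates before the pull-down served as input. The 24 libraries form 8 groups of 3, namely WT and KO for CA1 TRAP, hippocampal input, granule cell TRAP and cerebellar input. They come from 12 animals that make up 3 littermate pairs per tissue. Total counts ran from 8.57 M to 18.3 M in TRAP libraries (median 11.5 M) and from 11.1 M to 20.95 M in input libraries (median 13.5 M). Protein-coding genes took 98.8% to 99.2% of the counts in TRAP and 58.0% to 69.0% in input. The mitochondrial ribosomal RNA gene mt-Rnr2 made up 23.5% to 31.7% of input counts and 0.026% to 0.068% of TRAP counts.

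Fmr1 transcripts were lower in every KO library than in any WT library of the same kind. In CA1 TRAP, Fmr1 averaged 104.6 ± 9.23 counts per 1e6 (CPM; SD, n = 3) in WT and 13.7 ± 1.49 in KO, which is 7.63-fold lower. Granule cell TRAP gave 109.0 ± 25.7 in WT and 16.3 ± 1.90 in KO, 6.70-fold lower. In hippocampal input the mean was 90.1 ± 11.2 in WT and 25.2 ± 2.93 in KO, a difference of 3.58-fold. In cerebellar input it was 74.9 ± 1.90 in WT and 30.9 ± 4.2 in KO, a difference of 2.42-fold. Fmr1 (ENSMUSG00000000838.17) lies on chromosome X at 68678541 to 68717963 of mm10. Its log2 change was -2.95 ± 0.10 (SE) in CA1 TRAP, -2.70 ± 0.11 in granule cell TRAP, -1.84 ± 0.07 in hippocampal input and -1.29 ± 0.08 in cerebellar input. All 3 pairs showed each decrease, and the edgeR adjusted p values were 1.98e-06, 5.9e-12, 8e-12 and 7.2e-07. The counts are sums per gene, so the part of the gene that the remaining KO reads cover cannot be seen.

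**Figure D1:**
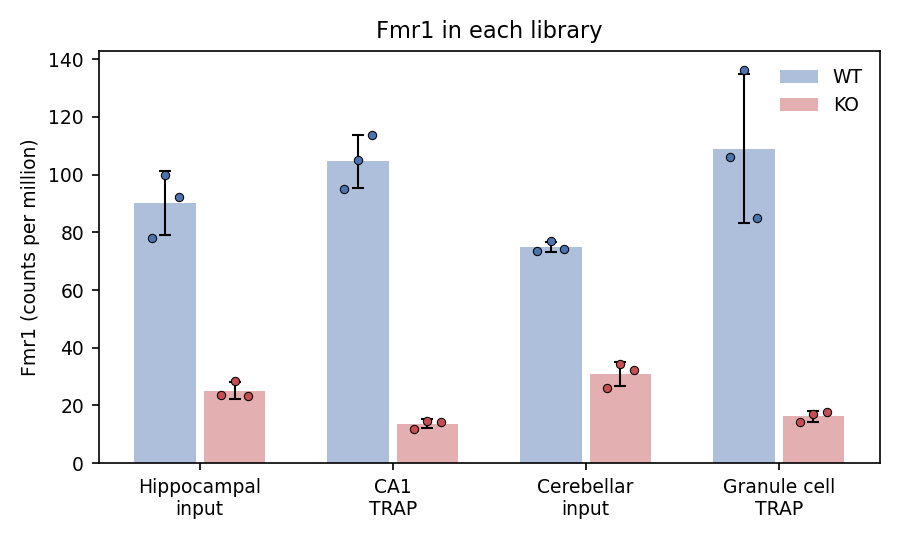
Fmr1 in CPM (y axis) in hippocampal input, CA1 TRAP, cerebellar input and granule cell TRAP, with WT in blue and KO in red; bars are means, whiskers the SD and points the 3 libraries of each group. WT libraries of CA1 TRAP sit between 95.2 and 113.6 CPM, and KO libraries between 11.99 and 14.7.

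Which transcripts the CA1 pull-down enriches shows which cells the tagged ribosomes came from. Markers of CA1 pyramidal neurons were higher in CA1 TRAP than in hippocampal input, and markers of glia, blood vessels and inhibitory neurons were lower. All 8 CA1 markers rose, by a median of 1.61 on the log2 scale. Among them were Wfs1, an endoplasmic reticulum protein (2.30 ± 0.07, SE, n = 6 animals), Fibcd1 (1.86 ± 0.07) and Ccn3 (1.35 ± 0.05). All 14 oligodendrocyte markers fell, with a median of -2.99, as for the myelin gene Mbp (-2.23 ± 0.08). All 12 astrocyte markers fell (median -2.22), including the glutamate transporter genes Slc1a2 (-2.01 ± 0.06) and Slc1a3 (-2.71 ± 0.12). All 13 microglial markers fell as well (median -2.86), such as the cathepsin gene Ctss (-2.85 ± 0.15). Of 14 interneuron markers 12 fell, among them the neuropeptide gene Npy (-4.47 ± 0.14), whereas Cck rose (0.78 ± 0.05). Dentate granule markers moved both ways, with Lct at 1.42 ± 0.06 and Prox1 at -0.98 ± 0.08, and that list had a median of 0.11. The largest decreases were those of genes encoded in mitochondria, whose transcripts do not meet cytosolic ribosomes, such as mt-Nd1 (-8.59 ± 0.09) and mt-Nd4 (-8.32 ± 0.13). The highest increases were those of Bcar1 (4.50 ± 0.11), Nedd9 (4.03 ± 0.07), Aftph (3.36 ± 0.09), Hsf2 (3.06 ± 0.08) and Efs (2.95 ± 0.11), of which Bcar1, Nedd9 and Efs encode related adaptor proteins of focal adhesions. Ankrd35 (2.32 ± 0.16) and Wfs1 were also among the 8 with the largest increases. Over all 13504 protein-coding genes tested, edgeR called 5187 higher and 5457 lower, of which 835 and 2359 differed by over 2-fold. Every gene named here had the same direction in all 6 animals. Camera called 10 of 15 marker lists, the CA1 list with adjusted p = 0.000111 and the oligodendrocyte list with adjusted p = 1.38e-05. None of the 10 passed when the correlation between genes was estimated from the data, where the lowest value was adjusted p = 0.327 with an estimated correlation.

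In the cerebellum, granule cell TRAP was set against cerebellar input in the same way. All 15 granule cell markers rose, by a median of 1.30, and markers of Purkinje cells, interneurons, glia and blood fell. Fat2, a giant cadherin of granule cells, was higher by 1.73 ± 0.06 (log2, SE, n = 6 animals), Cbln3, a synaptic organiser, by 1.30 ± 0.05 and Reln by 1.95 ± 0.06. All 12 Purkinje markers were lower and 11 of them passed the test, such as Car8 (-1.78 ± 0.12), Rgs8 (-1.07 ± 0.08) and the calcium channel gene Itpr1 (-0.65 ± 0.06). All 12 markers of cerebellar interneurons fell, with Pvalb, a calcium-binding protein, at -3.18 ± 0.17 and the GABA-synthesising enzyme gene Gad1 at -0.91 ± 0.10. The 9 markers of Bergmann glia, the radial astrocytes of the cerebellum, fell by a median of -2.54, and Timp4 was at -3.29 ± 0.10. Oligodendrocyte markers (median -2.70, 14 of 14) and microglial markers (median -3.00, 13 of 13) fell as well. Of the unipolar brush cell markers Calb2 was at 1.77 ± 0.05, and that list was not called (median 0.13). The highest increases were those of Clip3 (2.75 ± 0.08), the sodium-calcium exchanger gene Slc8a2 (2.70 ± 0.05), the synaptic vesicle gene Syn1 (2.61 ± 0.08) and Prr12 (2.56 ± 0.09), followed by Tubb4a, Bsn, Pcdha12 and Bcar1. Genes encoded in mitochondria again fell furthest, as with mt-Co1 (-8.90 ± 0.08). Of 13409 genes tested, edgeR called 5334 higher and 5789 lower, of which 1042 and 3200 differed by over 2-fold. Every gene named here had the same direction in all 6 animals, except Fmr1. Fmr1 itself was at -0.061 ± 0.20 over both genotypes (adjusted p = 0.78) and at 0.51 in the WT libraries alone. Camera called 13 of 16 marker lists, the granule cell list with adjusted p = 4.52e-06 (adjusted p = 0.0801 with an estimated correlation) and the Purkinje list with adjusted p = 0.000508 (adjusted p = 0.365 with an estimated correlation). None of the 13 passed with an estimated correlation.

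**Figure D2:**
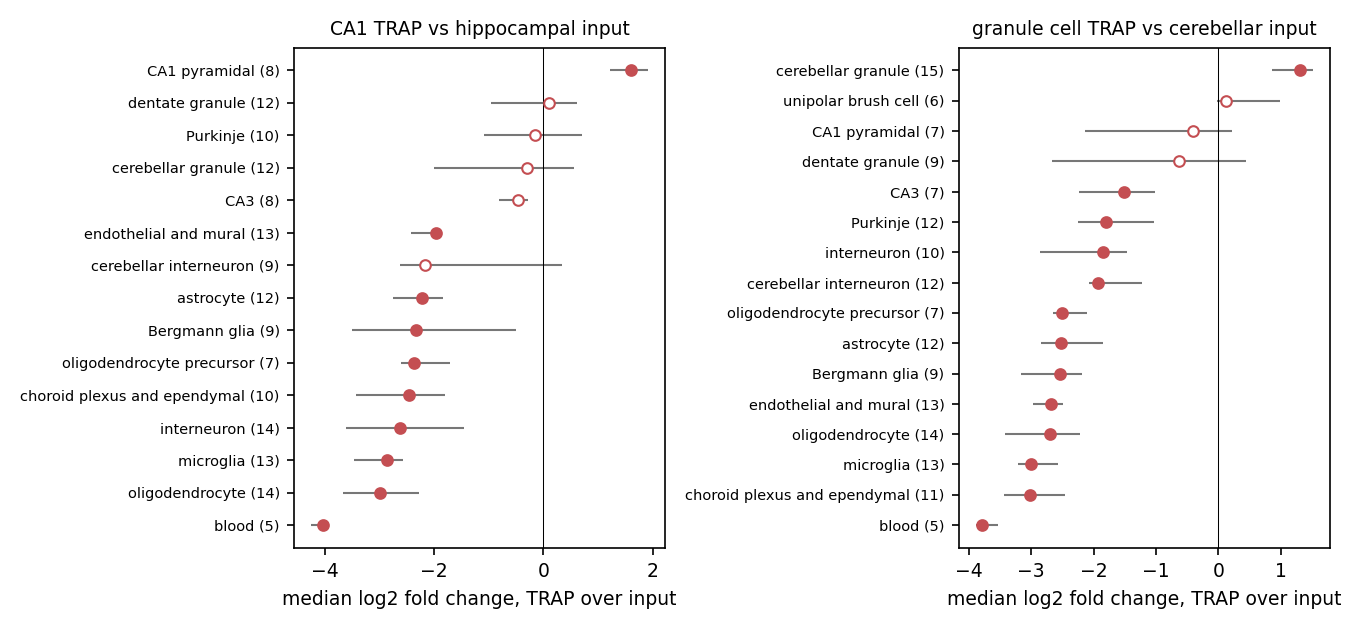
Median log2 ratio of TRAP over input (x axis) of each cell type marker list (y axis) in hippocampus and cerebellum, with bars for the quartiles of its genes; filled points are lists that camera called at its preset correlation. CA1 pyramidal markers have a median of 1.61 in the hippocampus and cerebellar granule markers of 1.30 in the cerebellum, while the oligodendrocyte lists have medians of -2.99 and -2.70.

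In CA1 neurons without FMRP, the amount of ribosome-bound RNA moved a little in many genes of the same group, and Fmr1 was the gene that passed the test. Transcripts bound by FMRP were lower as a group at the preset correlation of camera, and not with an estimated correlation (adjusted p = 0.651 for the stringent and for the high-binding targets). The 325 measured stringent targets, transcripts that the study chose for their strong FMRP crosslinking in CA1 neurons, had a median log2 change of -0.12, and 268 of them were lower. Of the 934 high-binding targets 711 were lower (median -0.075), and of the 1324 low-binding targets 800 were lower (median -0.029, adjusted p = 0.0539, not called). Genes of the protein-making and energy machinery stood higher as groups at the preset correlation; with an estimated correlation these lists had adjusted p = 0.651 or adjusted p = 0.658, and none of them was called without pair 2. Of 83 nuclear genes of the respiratory chain 79 were higher (median 0.14), such as Ndufb9 at 0.26 ± 0.09 (SE, n = 3 pairs), and of 35 proteasome genes 32 were higher (median 0.18), such as Psmb4 at 0.24 ± 0.10. Of 81 genes for cytosolic ribosomal proteins 72 were higher (median 0.13), and the mitochondrial ribosome (57 of 77, median 0.086), the spliceosome (36 of 47, median 0.088) and translation factors (45 of 61, median 0.062) went the same way.

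Several synaptic and regulatory groups were lower in KO CA1 TRAP at the preset correlation, none of them with an estimated correlation (adjusted p = 0.651 or adjusted p = 0.658). Of 40 genes of the postsynaptic density 30 were lower (median -0.11), among them the scaffold genes Dlgap3 (-0.31 ± 0.08, SE, n = 3 pairs), Shank3 (-0.33 ± 0.13) and Dlg4 (-0.24 ± 0.10). Voltage-gated channels had 27 of 35 genes lower (median -0.10), with the calcium channel genes Cacna1g at -0.41 ± 0.11 and Cacna1c at -0.28 ± 0.09. Immediate early genes, which report neuronal activity, had 22 of 25 lower (median -0.10), as Jun at -0.25 ± 0.09. Chromatin regulators (35 of 44, median -0.10), dentate granule markers (12 of 12, median -0.13) and Purkinje markers (9 of 10, median -0.10) were lower too. Presynaptic release genes (20 of 29 lower, adjusted p = 0.0691), SFARI category 1 autism genes (18 of 24, adjusted p = 0.0532) and PI3K and mTOR signalling (15 of 27, adjusted p = 0.203) were not called. Of the genes the study discusses, these were lower without passing the test: Pkp4, a junction protein, at -0.51 ± 0.08 (edgeR adjusted p = 0.32), Atmin at -0.50 ± 0.10, Ppargc1a at -0.47 ± 0.11 and Arhgap35 at -0.35 ± 0.08 in 3 of 3 pairs, and Shank1 at -0.27 ± 0.20 in 2 of 3. The study did not rest on TRAP alone. In hippocampal tissue of further mice it reported lower protein and lower RNA for Pkp4, Atmin and Arhgap35. For Ppargc1a it reported lower RNA by quantitative PCR. Among 12545 genes tested edgeR called 1, and 669 had an unadjusted p under 0.05 where chance gives 627.25. DESeq2 called 4, adding Pkp4, the vesicle protein gene Syt2 (-0.67 ± 0.09) and Igsf9b (-0.55 ± 0.09), which were chosen after their values were seen. Camera called 16 of 38 lists, 6 higher and 10 lower, for example the stringent targets with adjusted p = 2.04e-10, the respiratory chain with 2.5e-09 and the postsynaptic density with 0.0137. None of the 16 passed with an estimated correlation. Adjusted over the list alone, Pkp4 of the stringent targets and C1ql2 of the dentate list were lower, and 13 other called lists had no such gene. The library of WT replicate 2 stood apart from the rest on the axis with 35.7% of the variance. Without its pair edgeR called 113 genes, of which 1, Fmr1, was called in the full fit. Camera then called 4 lists, of which the stringent targets and the dentate markers were among the 16. A fit chosen after the result was seen left out that library alone, without the pairing in the model. In that fit edgeR called 1 gene and camera 10 lists, 6 of them among the 16.

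Long genes are frequent among FMRP targets, so the study set its targets against genes of similar length and expression. In a permutation test against 10000 random lists matched on both, the stringent targets differed by -0.15 in CA1 TRAP and by -0.081 in granule cell TRAP, each with p = 2e-04, the smallest value these lists can give. The differences were smaller in input, 0.016 and so higher in hippocampal input and -0.019 in cerebellar input, and also had a permutation p = 2e-04, so the test reaches its smallest p at small shifts. The study's second group was the BMAL1/CLOCK/NPAS2 list, genes of the circadian transcription network. In CA1 TRAP 26 of its 33 genes were lower (median -0.11), with the coactivator genes Ppargc1a at -0.47 ± 0.11 (SE, n = 3 pairs), Ncoa6 at -0.44 ± 0.14 and Ncoa1 at -0.35 ± 0.11. In the same permutation test it differed from matched genes by -0.095 in CA1 TRAP (p = 0.0016) and by -0.015 in granule cell TRAP (p = 0.646). Camera gave the circadian list adjusted p = 0.00379 in CA1 TRAP (adjusted p = 0.651 with an estimated correlation). A separate list of core clock genes had 15 of 22 lower there (median -0.10, camera adjusted p = 0.0691) and was not called. The difference of the circadian list between the cell types had a median of -0.10 and was not called (adjusted p = 0.171). Neither list is independent of these CA1 libraries: the study picked the circadian list partly on its KO change in them, and its binding score for the targets subtracts the WT TRAP level, a choice that favours transcripts low in WT rather than in KO. The study also reported lower targets and circadian genes in CA1 TRAP data of another laboratory, which were not examined here. By quantitative PCR of hippocampal tissue it reported lower RNA of the circadian genes Ppargc1a, Npas2 and Ncoa2 in KO mice. For most of the circadian transcripts that it followed across the day in CA1 tissue, it reported a KO difference at some times. Without hippocampal pair 2 the permutation test in CA1 gave -0.080 for the stringent targets (p = 2e-04) and -0.037 for the circadian list (p = 0.085).

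**Figure D3:**
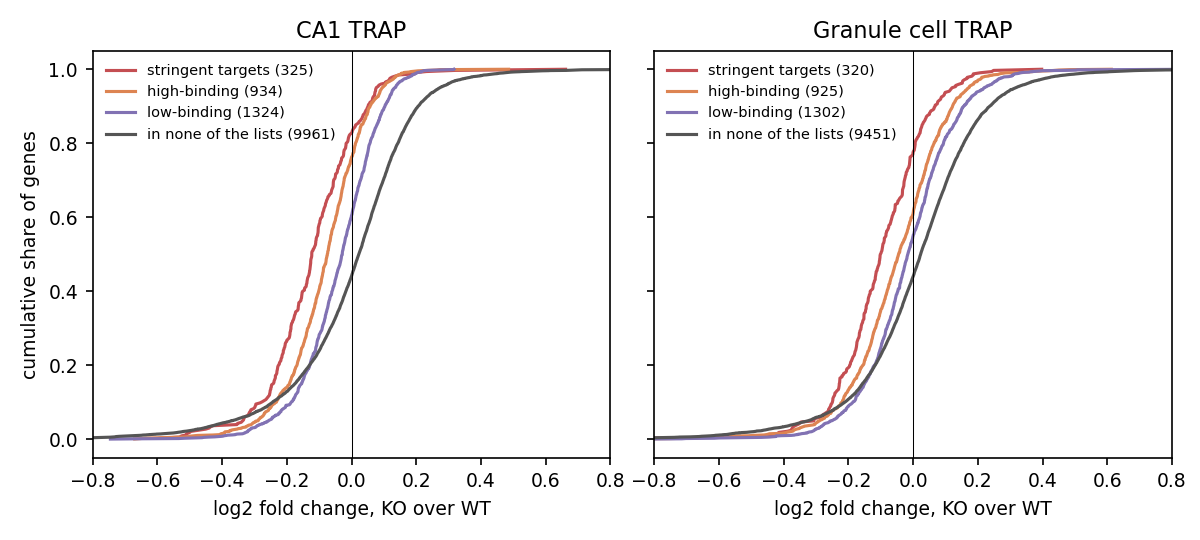
Cumulative share of genes (y axis) by log2 change of KO over WT (x axis) in CA1 TRAP and granule cell TRAP, for stringent, high-binding and low-binding FMRP targets and for genes in none of these lists. The curves of the stringent targets lie furthest to the left, with medians of -0.12 in CA1 TRAP and -0.10 in granule cell TRAP.

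In granule cells without FMRP, 142 genes rose and 219 fell among 11999 tested. Activity-dependent genes were among the increases: the transcription factor gene Npas4 rose by 1.29 ± 0.28 (log2, SE, n = 3 pairs), the phosphatase gene Dusp1 by 0.78 ± 0.15 and Ier2 by 0.51 ± 0.12, and Fos was called at 0.70 ± 0.18 with 2 of 3 pairs higher. The kinase gene Map3k6 rose by 1.60 ± 0.33, Lurap1l by 1.15 ± 0.28, the actin regulator gene Inf2 by 0.72 ± 0.13, Prrt1, which encodes an AMPA receptor partner, by 0.62 ± 0.11 and Cxadr by 0.60 ± 0.13. Otud1 (0.52 ± 0.14) and Inhbb (0.51 ± 0.12) completed the 10 with the largest increases. Among the genes that fell, the nociceptin receptor gene Oprl1 was at -0.90 ± 0.17, the semaphorin receptor gene Nrp2 at -0.89 ± 0.14 and the adenylate cyclase gene Adcy8 at -0.69 ± 0.07. Among the largest decreases after Fmr1 were those of Arhgef5 (-1.44 ± 0.38), the integrin gene Itgb7 (-1.27 ± 0.12, adjusted p = 9.6e-06), Resp18 (-1.09 ± 0.16), Vipr1 (-1.0 ± 0.20), Scara3 (-1.0 ± 0.19) and Rtl5 (-0.85 ± 0.19). All of these except Fos had the same direction in 3 of 3 pairs, and 3 genes rose and 7 fell by over 2-fold. Among the genes the study discusses Arhgap35 (-0.28 ± 0.06) and Ppargc1a (-0.36 ± 0.09) fell, Atmin was at -0.23 ± 0.06 (adjusted p = 0.052) and Pkp4 at -0.16 ± 0.06 (adjusted p = 0.14). The 361 calls rest on the littermate pairing: without the pair in the model edgeR called 1 gene, and without pair 2 it called 16, all of them among the 361. DESeq2 called 203, of which 191 were among the 361, and 2192 genes had an unadjusted p under 0.05 where chance gives 599.95.

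FMRP targets, as defined in CA1 neurons, were overrepresented among the genes that fell in granule cells. Of 320 stringent targets 42 fell and 1 rose, and 248 were lower (median -0.10; adjusted p = 0.878 with an estimated correlation, as for each list that camera called here). Prr14l was at -0.54 ± 0.06 (log2, SE, n = 3 pairs), the RNA decay factor gene Rc3h1 was at -0.47 ± 0.07, the NMDA receptor gene Grin2a at -0.42 ± 0.06 and the sulfotransferase gene Chst15 at -0.44 ± 0.07. Of 925 high-binding targets 47 fell and 7 rose (median -0.045), with the adhesion gene Igsf9b at -0.67 ± 0.06 and Fam135b at -0.46 ± 0.06. Of 1302 low-binding targets 31 fell and 27 rose, such as the matrix gene Tnr at -0.47 ± 0.07 and Phyhip at 0.34 ± 0.06, and that list was not called. By chance 5.81 of the genes that fell would have been stringent targets (odds ratio 9.87, Fisher's exact p = 1.47e-24, two-sided, genes taken as independent). This expectation disregards length and may be too low. The genes that fell had a median of 8243 nt and the stringent targets 9737 nt, against 4591 nt of all tested genes. Of 34 voltage-gated channel genes 7 fell (27 lower, median -0.081), including the sodium channel gene Scn1a (-0.28 ± 0.06), Cacna1i (-0.31 ± 0.06) and Kcnh1 (-0.26 ± 0.06). The proteasome (32 of 35 higher, median 0.091), the respiratory chain (63 of 84, median 0.071), the mitochondrial ribosome (58 of 77, median 0.079), the spliceosome (35 of 47, median 0.077) and translation factors (46 of 61, median 0.073) stood higher. Atp5d (0.35 ± 0.07), Uqcrc1 (0.27 ± 0.06) and Sdhb (0.24 ± 0.06) of the respiratory chain and Snrpb (0.30 ± 0.06) of the spliceosome passed the test. Immediate early genes as a list had a median of 0.057 and the postsynaptic density of -0.010, and neither was called, though Dlg1 (-0.36 ± 0.06) and Nlgn3 (-0.27 ± 0.07) fell with Grin2a. Markers of blood were lower in KO, 4 of 4 with a median of -0.99, too few genes to test. Adjusted over the list alone, 92 stringent targets were lower and 9 higher, 71 high-binding targets lower and 12 higher, 8 channel genes lower, 9 respiratory genes higher and 2 spliceosome genes higher. Camera called 8 of 39 lists, such as the stringent targets with adjusted p = 3.08e-09 and the channels with adjusted p = 0.00126. Without pair 2 camera called 2 lists, the stringent targets and the proteasome, and with the length trend of each library removed also 2, again these.

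In total hippocampal RNA the KO mice had less oligodendrocyte RNA as a group, and targets of FMRP were slightly higher. Of 14 oligodendrocyte markers 13 were lower (median -0.18; adjusted p = 0.971 with an estimated correlation, as for each list that camera called here), with the myelin genes Mal at -0.22 ± 0.05 (log2, SE, n = 3 pairs), Cldn11 at -0.23 ± 0.06 and Mobp at -0.17 ± 0.05. Microglial markers were lower as well (11 of 13, median -0.048), with the complement gene C1qa at -0.29 ± 0.08, and so were genes encoded in mitochondria (8 of 9, median -0.11, adjusted p = 0.042), with mt-Nd2 at -0.20 ± 0.05. Of 44 chromatin regulators 36 were higher (median 0.061), with the histone methyltransferase gene Kmt2d at 0.31 ± 0.06, and presynaptic genes were higher in 22 of 29 (median 0.051), with Syn1 at 0.25 ± 0.06. Stringent targets were higher in 216 of 325 (median 0.032), and Arhgap35 was at -0.20 ± 0.05 and Pkp4 at -0.20 ± 0.05. Of 13268 genes edgeR called Fmr1 alone, as did DESeq2, and 932 had an unadjusted p under 0.05. Without pair 3 edgeR called 117 genes, without pair 1 it called 7 and without pair 2 it called 6. Camera called 9 of 39 lists, the oligodendrocyte markers with adjusted p = 6.77e-05, the chromatin regulators with 8.78e-05 and the stringent targets with 0.042. Adjusted over the list alone, 10 oligodendrocyte markers and 3 genes encoded in mitochondria were lower, and 3 stringent targets were higher and 3 lower. Without pair 2 camera called 0 of the 39 lists, without pair 1 it called 3 and without pair 3 it called 12.

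In total cerebellar RNA 4 genes fell beside Fmr1. Cgnl1, a tight junction protein, was at -0.54 ± 0.07 (log2, SE, n = 3 pairs, adjusted p = 0.012), Fam213b at -0.42 ± 0.06 (adjusted p = 0.024), Tbkbp1 at -0.36 ± 0.06 (adjusted p = 0.035) and the somatostatin receptor gene Sstr3 at -0.59 ± 0.09 (adjusted p = 0.042), each lower in 3 of 3 pairs. Proteasome genes were higher as a group (32 of 36, median 0.094; adjusted p = 0.757 with an estimated correlation, as for each list that camera called here), with Psma4 at 0.34 ± 0.07, as were nuclear genes of the respiratory chain (69 of 86, median 0.090), such as Atp5c1 at 0.21 ± 0.05, and translation factors (43 of 61, median 0.060). Genes encoded in mitochondria were higher in 9 of 10 (median 0.21) and astrocyte markers in 11 of 12 (median 0.081), with the glycolytic enzyme gene Aldoc at 0.27 ± 0.06. Voltage-gated channels were lower in 28 of 35 (median -0.043), with Cacna1i at -0.28 ± 0.06 and Kcnh1 at -0.27 ± 0.06. Blood markers were lower in 5 of 5 (median -0.52, adjusted p = 0.0526, not called). The 5 calls of edgeR came from 13207 genes, 1299 of which had an unadjusted p under 0.05, and DESeq2 called 11. Without pair 1, 2 or 3 edgeR called 38, 64 and 33 genes, and without the pairing in the model 1, Fmr1. Camera called 6 of 40 lists, for example the proteasome with adjusted p = 1.87e-05 and the channels with 0.0127. Adjusted over the list alone, 4 proteasome genes, 4 genes encoded in mitochondria and 2 astrocyte markers were higher and 3 channel genes were lower among the called lists. By the same adjustment all 5 blood markers, a list not called, were lower.

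Whether a KO change differed between TRAP and input was tested by the interaction of genotype and fraction in the same animals. Input holds RNA of all cells of the tissue, so a difference cannot be assigned to ribosome binding rather than to cell type. Fmr1 fell further in TRAP than in input, by -1.08 ± 0.14 in the hippocampus (log2, SE, n = 3 animals per genotype, edgeR adjusted p = 0.014) and by -1.44 ± 0.16 in the cerebellum (adjusted p = 0.011), in 3 of 3 pairs each. It was the gene called in either tissue by edgeR and by DESeq2. For Fmr1, CA1 genotype by fraction gave -1.14 to -1.01 and did not pass when any pair was left out, and for Fmr1, granule cell genotype by fraction gave -1.45 without pair 1 and -1.24 without pair 2, neither of which passed. Stringent targets were lower in TRAP relative to input in 288 of 325 genes in the hippocampus (median -0.13, adjusted p = 1.66e-12, and adjusted p = 0.656 with an estimated correlation). In the cerebellum they were lower in 233 of 321 (median -0.080, adjusted p = 3.33e-05, and adjusted p = 0.998 with an estimated correlation). A difference of the KO effect between CA1 and granule cell TRAP passed for 0 of 13050 genes with edgeR, where 929 had an unadjusted p under 0.05, and for 7 genes with DESeq2. The KO effect on Fmr1 differed between them by -0.23 ± 0.18 (adjusted p = 0.77), and that on the stringent targets by a median of -0.0051 (adjusted p = 0.95). Without CA1 TRAP pair 2 edgeR called 7 genes, and without granule cell TRAP pair 1 it called 1, Lars2, chosen after its values were seen. Age, region and Cre driver differ with the cell type.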

Values the study reported

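The study reported a ranking of 10883 CA1 transcripts with an RPKM of at least 1 by FMRP binding. It placed 327 of them in a stringent class of FMRP targets, 938 in a high-binding class and 1330 in a low-binding class. The remaining 8288 were non-targets, of which 6565 had lower binding scores and 1723 carried no CLIP tags.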

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

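The tests of the list interactions, of gene length and of input RNA carried into TRAP for the FMRP targets, and of gene length, pair 3 and other splits for the granule cell calls were chosen only after the result was seen.

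The stringent FMRP targets were lower than genes of similar length and expression by -0.152 in CA1 TRAP and by -0.081 in granule cell TRAP, and their interaction of genotype with fraction, a test of the difference itself, passed at the preset correlation with medians of -0.13 in the hippocampus and -0.080 in the cerebellum (adjusted p = 0.656 and adjusted p = 0.998 with an estimated correlation). With the trend of each library with gene length removed the difference was -0.145 in CA1 and -0.0657 in granule cells. With the trend on guanine-cytosine content removed it was -0.145 and -0.0833. Against genes matched on the TRAP over input ratio it was -0.173 and -0.112. Each had a permutation p = 2e-04, the smallest these lists can give. The values for base composition and TRAP over input ratio argue against base composition and carried-over input RNA as the whole cause. The length trend adds little here, since the lists were matched on length already. With it removed, the targets' own median moved from -0.123 to -0.0810 in CA1 and from -0.100 to -0.0425 in granule cells. A part of the shift may thus follow length. The matched difference argues against length as its whole cause only for targets outside the thinly filled bin. For these it was -0.191 in CA1 (221 genes) and -0.0794 in granule cells (217 genes). Within that bin matching genes were reused, so length may stay unbalanced there. The 10 splits of 6 libraries are too few for a share under 0.05: in CA1 TRAP 3 gave a difference as large (real -0.152, largest other 0.290 in size, and 0.106 among other splits that part all 3 pairs as the real one does), and in granule cell TRAP 3 did (real -0.081, largest other 0.108, and 0.0339 among such splits), while the remaining splits part 1 pair and rest on it alone, each such fit counted 2 times, so the 10 splits hold 7 distinct fits and the 3 are the real one and a single other. Open remains a share of the CA1 TRAP library of WT replicate 2, without whose pair the CA1 difference was -0.080. The loss of FMRP from its bound transcripts is the biological explanation that the design offers, and it stays a hypothesis.

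In granule cell TRAP edgeR called 361 genes, and the 219 that fell had a median exon length of 8243 nt and the 142 that rose one of 3734 nt, where all tested genes had one of 4591 nt. Of the 361 genes 223 were still called with the length trend of each library removed, and without pair 3, whose libraries stand apart on the axis with 57.1% of the variance, edgeR called 328 genes, 205 of them among the 361, which argues against gene length and against pair 3 as the whole cause. The 10 splits are too few for a share under 0.05: 1, the real one, gave as many calls (real 361, highest other 6, and 2 among other splits that part all 3 pairs). For the calls that ended with the length trend or without pair 3 these stay open, and the number of calls rests on pair 2, without which it was 16. The genotype is the biological explanation that the design offers, and it stays a hypothesis.

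Fmr1 fell further in TRAP than in input, by -1.08 in the hippocampus and -1.44 in the cerebellum on the log2 scale, and passed the test of that difference; among KO animals its CPM in input over TRAP had a ratio of 1.84 ± 0.188 in the hippocampus and 1.90 ± 0.106 in the cerebellum (SD, n = 3), where WT animals had 0.861 ± 0.0776 and 0.711 ± 0.153. Reads of the paralogs Fxr1 and Fxr2 counted for Fmr1 would follow the ratio of these genes, which was 0.664 ± 0.0263 and 0.678 ± 0.079 in KO animals and below that of Fmr1 in each, and this argues against such reads as the source of the difference. For the interaction the 10 splits are too few for a share under 0.05: 2 gave as many calls in the hippocampus (real 1, highest other 39) and 2 in the cerebellum (real 1, highest other 203), which points to a structure of the samples, and other splits that part all 3 pairs gave at most 0 calls with edgeR. Open and not tested remain transcripts of the disrupted gene that stay in the nucleus or off ribosomes, which input holds and TRAP lacks. The same holds for RNA of other cell types in input. Counts per gene do not show which exons the remaining reads cover.

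The values that follow stand here because camera's test of the difference itself passed at its preset correlation, in 16 of 39 lists for genotype by fraction in the hippocampus, 1 of 40 in the cerebellum and 5 of 40 for the KO effect in CA1 against granule cell TRAP; none passed with an estimated correlation, where the lowest adjusted p values were 0.656, 0.998 and 0.985. In the hippocampus the KO change in TRAP less that in input had positive medians for the respiratory chain (0.19, 80 of 85 genes higher), the proteasome (0.18, 30 of 36), cytosolic ribosomal proteins (0.16, 72 of 81), the spliceosome (0.13, 36 of 47) and the mitochondrial ribosome (0.11, 57 of 77). Negative medians were those of, among others, the BMAL1/CLOCK/NPAS2 list (-0.16, 27 of 35 genes lower), chromatin regulators (-0.15, 40 of 44), SFARI category 1 autism genes (-0.14, 20 of 24), dentate granule markers (-0.13, 10 of 12), voltage-gated channels (-0.11, 28 of 35), the postsynaptic density (-0.11, 36 of 40), presynaptic release genes (-0.11, 24 of 29), high-binding targets (-0.087, 713 of 934) and low-binding targets (-0.031, 784 of 1325). The KO effect in CA1 TRAP less that in granule cell TRAP had medians of 1.10 for blood markers (5 of 5 genes higher) and 0.14 for cytosolic ribosomal proteins (66 of 81), and of -0.24 for immediate early genes (20 of 25 lower), -0.17 for Purkinje markers (12 of 12) and -0.14 for presynaptic release genes (22 of 29). Blood markers were depleted in TRAP against input, with medians of -4.04 in CA1 and -3.79 in granule cells. They were also lower in KO cerebellar input (5 of 5, median -0.52). Rps4l, a transcribed processed pseudogene on chromosome 6 (148354656 to 148355598), stands here because it lies outside the protein-coding genes of the main tests: it was higher in KO granule cell TRAP by 0.71 ± 0.15 (log2, SE, n = 3 pairs, edgeR adjusted p = 0.0183).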

How the results depend on the processing

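Settings chosen only after the result was seen were the fits without CA1 TRAP WT replicate 2 alone or without cerebellar pair 3 and without a block, the removal of trends on guanine-cytosine content and TRAP enrichment, and the matching on TRAP enrichment or without thinly filled bins. TRAP against input gave 10293 to 10800 calls in CA1 and 10904 to 11271 in granule cells when each animal was left out. The stringent targets stayed lower than matched genes and past the threshold under each alternative run, from -0.199 to -0.0795 in CA1 TRAP and -0.0968 to -0.0599 in granule cell TRAP when a replicate was left out, and the circadian list in CA1 TRAP ran from -0.13 to -0.037, with its call lost without replicate 2. Over named genes and alternatives 3990 values kept their side of the threshold, 185 lost the call, 107 gained it and 1 changed direction with a call; over lists these were 1303, 193, 40 and 2. Values without a call in either fit changed sign as well, 21 of genes and 67 of lists when a pair or animal was left out and at most 4 and 9 under each other setting. The direction changes with a call were Fmr1, granule cell TRAP vs cerebellar input, at 0.51 in WT libraries only; endothelial and mural markers in gene lists, CA1 TRAP KO vs WT, with a signed -log10 p of 2.14 without the block and WT replicate 2; and choroid plexus and ependymal markers in gene lists, cerebellar input KO vs WT, from -1.33 to 4.68 when a replicate was left out, 4.68 without replicate 1. For Fmr1 the WT libraries leave out those in which the gene is disrupted; the cause of the others was not tested. Calls moved by over 1.5 times as follows, and beyond smaller or larger sets of genes tested and fewer libraries the cause was not tested. In CA1 TRAP KO against WT (1 call) DESeq2 gave 4, the fit of all 12 libraries 3, and leaving out a replicate 1 to 113 (113 without replicate 2). In granule cell TRAP (361) DESeq2 gave 203, no filter on low counts 642, all 12 libraries 45, no replicate block 1, also without pair 3, and leaving out a replicate 16 to 402 (16 without replicate 2). In hippocampal input (1) no filter gave 44, all annotated genes 6, and leaving out a replicate 6 to 117 (117 without replicate 3). In cerebellar input (5) DESeq2 gave 11, no filter 149, all annotated genes 3, the length trend removed 16, all 12 libraries 1, no replicate block 1, also without pair 3, and leaving out a replicate 33 to 64. Genotype by fraction (1 in each tissue) gave 0 without the replicate block, with 334 unadjusted p under 0.05 in CA1 and 158 in granule cells by edgeR where DESeq2 called 1 each, and leaving out a replicate 0 in CA1, with 199 to 564 such genes, and 0 to 1 in granule cells, with 127 to 643. The KO effect in CA1 against granule cell TRAP (0 with edgeR, 929 unadjusted) gave 7 with DESeq2, 10 without a filter and 0 to 7 when a replicate was left out (618 to 1250 unadjusted). Gene lists by camera in CA1 TRAP (16) gave 10 without the block and WT replicate 2, 0 with an estimated correlation, 0 with fry and 4 to 18 when a replicate was left out. In granule cell TRAP (8) they gave 2 with the length trend removed, 0 with an estimated correlation, 0 with fry and 2 to 12 when a replicate was left out, in hippocampal input (9) 2 without the replicate block, 2 with the length trend removed, 0 and 0, and 0 to 12, and in cerebellar input (6) 0 with an estimated correlation and 1 with fry. Marker lists of TRAP against input gave 0 and 0 with an estimated correlation. Dropping the replicate block moved no other count of calls by over 1.5 times. The littermate block thus bears on most calls in granule cell TRAP and cerebellar input, and depth limits genes with few counts, Fmr1 in KO included.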

Other observations

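The tests of the granule cell calls in other comparisons and against the low-binding targets, the correlations of KO effects and the 5-residue test of the tag were chosen only after the result was seen.

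In granule cell TRAP members of lists that were not called as a whole passed the test as single genes. Of the presynaptic genes Syn1 rose by 0.44 ± 0.06 (log2, SE, n = 3 pairs) and Rab3a, a vesicle GTPase gene, by 0.24 ± 0.06. Dctn1 (0.25 ± 0.07) and Dctn2 (0.25 ± 0.06) of the dynactin complex rose, while Dst, a cytoskeletal linker gene, was at -0.23 ± 0.06. The chromatin regulator genes Kmt2c (-0.26 ± 0.06) and Ep400 (-0.23 ± 0.06) and the sodium channel gene Scn2a (-0.22 ± 0.06) fell. The clock gene Clock fell as well (-0.26 ± 0.06), whereas Dbp (0.37 ± 0.10, edgeR adjusted p = 0.0514), Cry2 (0.22 ± 0.07) and Per2 (0.33 ± 0.12) were higher without passing. The chaperone gene Hspa5 fell (-0.37 ± 0.10), and Hsp90b1 (-0.29 ± 0.08) and Pdia6 (-0.31 ± 0.09) of the endoplasmic reticulum were lower without passing. Zic2, a granule cell transcription factor gene, rose by 0.29 ± 0.06. Each gene named here had the same direction in 3 of 3 pairs, except Per2, Hsp90b1 and Pdia6 with 2 of 3.

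Of the genes called in granule cell TRAP, without Fmr1, 328 of the 360 measured in cerebellar input had the same direction there (91.1%). That input comes from the same lysates and shares their differences between animals, and 63.5% of all genes had the same direction. In CA1 TRAP 232 of the 347 measured had it (66.9%), where 55.9% of all genes did. Across genes, which are not independent, the KO effects correlated at 0.343 between granule cell TRAP and cerebellar input (as large in 1 of 16 labelings of the pairs, the real one), at 0.108 between CA1 TRAP and hippocampal input (1 of 16), at 0.108 between CA1 and granule cell TRAP (2 of 16) and at 0.00499 between the inputs (16 of 16). Low-binding targets numbered 27 among the genes that rose in granule cells, where 15.4 are expected (Fisher's exact p = 0.00387, genes taken as independent and without regard to length). With all annotated genes tested, 7 of the 268 calls in granule cell TRAP lay outside the protein-coding class, 1 higher and 6 lower, and so did 4 of the 6 calls in hippocampal input, all 4 lower. The 4 were the Y RNA genes Rny1 (-0.53 ± 0.07) and Rny3 (-0.48 ± 0.08), Gm26168 (-0.85 ± 0.14) and Nlrp5-ps (-1.10 ± 0.16), and among the 6 were the ribosomal RNA gene CT010467.1 (-1.70 ± 0.42) and Mir6236 (-1.29 ± 0.30), chosen after their values were seen. The SD within a group exceeded the mean for Rny1, Rny3 and Gm26168, as for Rny1 at 123.4 ± 182.4 CPM over all genes in WT and 82.55 ± 119.7 in KO. CT010467.1 was at 982.3 ± 946.7 in WT and 285.9 ± 230.3 in KO.

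A hypothesis of this re-analysis concerns Bcar1, Nedd9 and Efs, ranked 1, 2 and 5 of 13504 genes by TRAP over input in CA1: the antibody to the hemagglutinin tag may bind nascent chains that hold a part of the tag, and the peptide YDVP occurs 7 times in the longest coding sequence of Bcar1, 3 times in that of Nedd9 and 3 times in that of Efs. Tested genes that hold YDVP, without Bcar1, Nedd9 and Efs, lay above matched genes by 0.24 in CA1 (n = 35, permutation p = 0.0638) and by 0.26 in granule cells (n = 34, permutation p = 0.0468), and those with 5 residues of the tag by 0.65 (n = 7, permutation p = 0.0756) and 0.10 (n = 7, permutation p = 0.924). The granule cell value for YDVP met the bound set in advance (at least 0.25 with p under 0.05) and the others did not. Adjusted over the 4 tests, an adjustment decided after the p values were seen, none passed (adjusted p = 0.101, 0.101, 0.101 and 0.924), and the 5-residue test was chosen after the YDVP result. In granule cells Bcar1 ranked 8, Nedd9 408 and Efs 1535 of 13409 genes, and Aftph and Hsf2, ranked 3 and 4 in CA1, share at most 3 residues in a row with the tag. The hypothesis stays open, and a true enrichment of these transcripts in tagged neurons was not tested against it.

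Other splits of the libraries were refitted for each count of calls. For TRAP against input 1 of 72 splits, the real one, gave as many calls in CA1 (real 10644, highest other 5513) and 1 of 72 in granule cells (real 11123, highest other 7434). Of these splits 32 keep the pairing within animals, and 1 of 32 is the smallest share they can give. The real one reached it in either tissue. Other swaps of TRAP and input within animals gave at most 0 calls by edgeR. They say little, because a swap puts the difference between fractions into the residual spread. As many marker lists were called in 13 of 72 splits in CA1 (real 10, highest other 11) and in 27 of 72 in granule cells (real 13, highest other 13). Many of these splits keep a part of the difference between TRAP and input, so the counts of lists neither exclude chance nor speak for it. For the KO effect in CA1 against granule cell TRAP the real count was 0 by edgeR (929 unadjusted, 7 by DESeq2; highest other 48), so 32 of 32 splits reach it whatever the data and decide nothing. The 10 splits of 6 libraries, which hold 7 distinct fits since those that part 1 pair come 2 times, are too few for a share under 0.05: as many calls came from 3 splits in CA1 TRAP (real 1, highest other 2561), 7 in hippocampal input (real 1, highest other 34) and 3 in cerebellar input (real 5, highest other 39). Counts several times the real one point to a structure of the samples: the splits with 2561 calls part pair 2 alone, and its WT library stands apart on the axis with 35.7% of the variance. Other splits that part all 3 pairs gave at most 0, 4 and 2 calls by edgeR. As many lists were called in 4 splits in CA1 TRAP (real 16, highest other 21), 4 in granule cell TRAP (real 8, highest other 10), 4 in hippocampal input (real 9, highest other 12) and 3 in cerebellar input (real 6, highest other 7), and other splits that part all 3 pairs gave at most 20, 10, 11 and 5 lists. For the circadian list 4 splits in CA1 TRAP gave as large a difference (real -0.095, largest other 0.242 in size, and 0.108 among other splits that part all 3 pairs) and 5 in granule cell TRAP (real -0.015, largest other 0.034 in size, and 0.0064 among such splits).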
